# Identification of pLG72-Induced Oxidative Stress Using Systemic Approaches

**DOI:** 10.1155/2015/429253

**Published:** 2015-10-11

**Authors:** Maofeng Wang, Hsi-Ju Chen, Jun Zhang, Weimin Li, Xinyou Xie, Hao-Teng Chang

## Abstract

*G72* is a schizophrenia-susceptible gene encoding a polypeptide with 153 amino acids. In 2002, it was originally proposed as an activator of D-amino acid oxidase (DAOA) that could enhance the activity of DAAO and subsequently reduce the neurotransmission of *N*-methyl-D-aspartate receptors. However, several controversial findings have been reported recently. Due to a number of inconsistent descriptions of pLG72's biofunctions, this study aims to identify the cellular effects induced by pLG72 in U87 cells using systems biology approaches. The analyses of transcriptomics and biological networks showed that pLG72 might be involved in the induction of oxidative stress. To confirm the *in silico* prediction, we tested and discovered that overexpression of pLG72 effectively enhanced reactive oxygen species (ROS) in U87 cells and, furthermore, this induction can be quenched by Tempol, a general ROS scavenger. Therefore, *G72*-transgenic mice presenting some psychiatric symptoms, along with the pLG72 level being significantly increased in the serum of patients with schizophrenia, have led us to propose that the ROS enhancement in mental diseases may be from the overexpression of pLG72 in brain cells.

## 1. Introduction

*G72* is a gene encoding polypeptide with 153 amino acids in length, which was first identified as a schizophrenia-susceptible gene [1]. At the genetic level, people with the polymorphic variations of this gene have been determined to be susceptible to schizophrenia [2]. In addition to schizophrenia, the variations of* G72* gene have also been discovered to correlate with bipolar disorder [3, 4]. The most famous single nucleotide polymorphism (SNP), rs2391191 resulting in Arg30 to Lys, has been identified as having a correlation with the decreased thickness of the brain cortex in patients with schizophrenia [5]. This discovery also mentioned that the Arg30Lys could be a marker to determine the memory performance in patients with schizophrenia. Moreover, the Arg30 allele has previously been significantly associated with poorer episodic memory function [6]. This might indicate that pLG72 plays a role in the brain development or the fate of brain cells.

In 2002, Chumakov and colleagues reported that, in 213 patients with schizophrenia and 241 normal subjects in Canada, there was a highly susceptible locus in chromosome 13 which is correlated with schizophrenia. There was a gene named* G72* located in the susceptible region. Using yeast two hybrid experiments, the authors identified a pLG72-interacting partner D-amino acid oxidase (DAAO) physically. The DAAO activity was found to increase depending upon the increase of pLG72 concentration in a dose dependent manner. Therefore, pLG72 was firstly identified as a DAAO activator. They formulated the hypothesis that pLG72 is overexpressed in patients with schizophrenia so that DAAO would be overactivated, resulting in a decrease of D-serine and hypofunction of NMDA receptors in synapsis. Loss of brain and serum D-serine concentration has been recognized as a sign of schizophrenia [7]. However, in 2008, Kvajo and colleagues mentioned that in their experiments the interaction between pLG72 and DAAO could not be observed [8]. They firstly figured out that pLG72 located in mitochondria made mitochondrial dysfunction and fragmentation. This report raised another hypothesis that pLG72 can damage cells through damaging mitochondrial morphology. In addition to these two reports, a third group, Sacchi's group, has provided an opposite hypothesis, which is that pLG72 could inhibit DAAO activity in cells [9]. Based on their biochemical study, they assumed that the brain level of pLG72 is lower in patients with schizophrenia, resulting in the activation of DAAO and finally a decreased level of D-serine concentration in synapsis. Although our study demonstrated that the serum pLG72 level is higher in patients with schizophrenia [10] and supported the finding that pLG72 can activate DAAO [11], the function of pLG72 is still controversial. In this paper, we aim to predict the biological function of pLG72 by employing systems biology approaches and to demonstrate our hypothesis using cell biology methods.

## 2. Methods and Materials

### 2.1. Cell Culture

U87 cells were cultured in *α*-Minimum Essential Media (*α*-MEM) supplemented with 10% heat-inactivated fetal bovine serum at 37°C in an incubator comprising 5% CO_2_ and 95% air.

### 2.2. Transfection

The plasmids pcDNA4/TO/myc, His A (pcDNA4/TO) and pcDNA4/TO/myc, His A-*G72* (pcDNA4/TO/*G72*) were individually transfected into U87 cells using polyJet transfection reagent (polyJet, US). For the transfection, U87 cells were seeded onto a 100 mm culture plate. After 24 hr in culture (~80–90% confluency), the 5 *μ*g of plasmid DNA and 15 *μ*L of polyJet reagent were mixed in serum-free *α*-MEM. The transfection mixture was gently vortexed and incubated for 15 min at room temperature to allow the formation of transfection complexes. The transfection mixture was then added dropwise to the cells and incubated at 37°C for 16 hr. The medium-containing transfection mixture was replaced using fresh complete medium, and after another 48 hr the cells were harvested for RNA isolation, Western blotting, or flow cytometry analyses. The transfection efficiency was tested greater than 40% using pEGFP-C1 plasmids as the reporter plasmid.

### 2.3. Total RNA Isolation

The U87 cells were seeded in a 100 mm plate and transfected with pcDNA4/TO and pcDNA4/TO/*G72* separately. At 48 hr after transfection, total RNA was extracted using an RNA Isolation Kit (GeneMark, Taiwan) according to the manufacturer's instructions. The concentration and purity of the RNA were measured by a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, USA). Purity was checked by the ratio of the OD260/OD280 and OD260/OD230. The quality of total RNA was accessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA) [12].

### 2.4. Human Oligonucleotide DNA Microarray (HOA)

The Human Whole Genome One Array version 6 (Phalanx BiotechGroup, Taiwan) contains 32,679 DNA oligonucleotide probes, and each probe is a 60-mer designed in the sense direction. Among the total number of probes, 31,741 correspond to the annotated genes in the RefSeq v51 and Ensembl version 65 database. In addition, 938 control probes are also included. The detailed descriptions of the gene array list are available from http://www.phalanx.com.tw/attachment/download/HOA/HOA6_probe_sequence.zip [12].

### 2.5. Microarray Analysis

Fluorescent aRNA targets were prepared from 1 *μ*g total RNA samples using a One Array Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group, Taiwan) and Cy5 dye (GE Healthcare, US). Fluorescent targets were hybridized to the Human Whole Genome One Array with Phalanx hybridization buffer using the Phalanx Hybridization System. After 16 hr hybridization, nonspecific binding targets were washed away. The slides were then scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies, USA). The Cy5 fluorescent intensities of each spot were analyzed by GenePix 4.1 software (Molecular Devices, USA).

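Over 31490 probes, the 2 arrays of one sample correlated with a Pearson r of 0.989 to 0.996 on the log2 scale in the 4 samples. Arrays of different samples of one group had r of 0.988 to 0.996 over 8 pairs, and arrays of different groups had r of 0.983 to 0.993 over 16 pairs. These are correlations across probes, which are not independent replicates. The median absolute difference between the 2 arrays of one sample was 0.12 to 0.18 on the log2 scale. Between arrays of different samples of one group it was 0.12 to 0.20, about as small, and between arrays of different groups it was 0.15 to 0.27. Leaving out probes below the median brightness lowered the smallest r within a sample to 0.983.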

Each single sample was at least performed twice in terms of technical or biological replicates under a reproducibility of more than 0.975. 

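The spot intensities of the 8 arrays differed in overall brightness. The 75th percentile was 2894, 2798, 2861 and 3527 on the 4 empty vector arrays and 3942, 4054, 4209 and 4771 on the 4 G72 arrays. The medians were 540, 531, 552 and 688 in the empty vector group and 770, 766, 809 and 897 in the G72 group. All G72 arrays were therefore brighter than all empty vector arrays, and the group means of the log2 75th percentile differed by 0.50. The 2 arrays of the second empty vector sample, which share a sample code and were taken as the same RNA, differed by 0.30. Each array was centered on its 75th percentile before any comparison. With that step, the median log2 fold change over all probes was -0.012, and without it the median was 0.48.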

The signal intensity was loaded into Rosetta Resolver System (Rosetta Biosoftware, USA) to do data preprocessing and applied to 75 percentile centering normalization. The errors of the sample were estimated by using an error-weighted approach at the same time. Both fold change and *p* value for pairwise sample comparisons were calculated for evaluating differentially expressed genes. In our implementation, the spots with *p* < 0.05 and *R* ≥ 1 were identified as differentially expressed genes for further pathway analysis. The DNA microarray data has been submitted to and approved by the Gene Expression Omnibus Database (GEO) with an accession number of GSE67704.

### 2.6. GeneMANIA and NOA Analysis

The genes upregulated by more than 2-fold and with the statistic *p* of less than 0.05 were selected and assembled for a gene expression profile (Table 1). The differentially expressed genes were separated into three subdatasets: upregulated, downregulated, and total gene. These three sets were input into GeneMANIA (http://www.genemania.org) [13, 14] individually using the default setting. Because no significant prediction was presented, the parameters regarding GO functions were selected manually one by one.

The NOA (http://app.aporc.org/NOA) database was designed for identifying the enrichment of gene ontology based on biological networks as classified by systems biology [15]. The three subdatasets, upregulated, downregulated, and total differentially expressed genes, were input into and analyzed by the NOA server to determine the relationship of network ontology.

### 2.7. Measurement of ROS Level

U87 cells were transfected with pLG72 overexpression plasmids as described previously. After 48 hr, the medium was removed and the cells were treated with or without 10 mM of Tempol, a ROS scavenger, at 37°C for 1 hr. After removal of the medium, cells were incubated with fresh serum-free medium containing 20 *μ*M 2′,7′-Dichlorofluorescein Diacetate (DCFH-DA, Sigma, US). The cells were incubated at 37°C for 30 min and then the cells were washed, trypsinized, and finally analyzed using flow cytometry, BD FACSCanto (BD Biosciences, USA) with excitation at 488 nm and emission at 526 nm.

U87 cells treated with or without 100 *μ*M of H_2_O_2_ were set as positive and negative controls, respectively, to ensure ROS generation.

## 3. Results

### 3.1. Differential Gene Expression of Microarray Analysis

*G72* is a human specific gene susceptible to psychiatric disorders. This gene is specifically expressed in glial cells in the brain; however, there has been no evidence of probed pLG72* in situ*. Thus, a glial cell line U87 was employed in this study. 

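Gene expression was measured in U87 cells, an established human glioblastoma cell line of glial type, transfected with the G72 plasmid or with the empty vector. The paper's discussion describes a transient transfection of part of the cells, so levels are averages over cells with and without plasmid. Each group held 2 samples, described in the series design as independent. Each sample was hybridized to 2 arrays, as read from shared sample codes, which gave 8 single-color arrays labelled with Cy5. By the paper's methods, 5 μg plasmid and 15 μL PolyJet were left on the cells for 16 hr and RNA was isolated 48 hr later, while another methods section gives 48 hr after transfection. The methods name α-MEM and a GeneMark RNA kit, and the sample labels name MEM and Trizol. Spot intensities of 31741 probes were read by the authors with GenePix, and values below 0 in the deposited intensities show that a background had been subtracted. The 75 percentile centering and the error model of Rosetta Resolver are not part of these values. Of the probes, 24658 carry 1 gene symbol, 1002 carry several and 6081 have no listed symbol. For each array, 78 to 116 intensities were not above 0, and the 31490 probes above 0 on all 8 arrays were tested. Intensities were transformed to log2, centered on the array's 75th percentile, averaged over the 2 arrays of a sample and compared with limma as 2 G72 samples against 2 empty vector samples, with Benjamini-Hochberg adjustment over all probes tested. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, so all p values rest on the spread that limma pools over probes (prior degrees of freedom 3.74, residual 2). The number of samples limits the precision: in simulated data, a log2 change of 1 was called at an adjusted p under 0.05 for 22.5% or 93.1% of probes, depending on how their spread was drawn, and a log2 change of 2 for 91.2% or 99.8%.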

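G72 itself, listed as DAOA, was measured by 1 probe and followed the sample labels on every array. Its intensity was 96 and 98 on the arrays of the first empty vector sample and 104 and 96 on those of the second. On the G72 arrays it was 460319 and 456589 in the first sample and 473474 and 525901 in the second. The brightest probe on each of these G72 arrays read 513516, 560388, 518628 and 583645, so the DAOA probe lay close to the top of the measured range. After centering, the log2 level was -4.95 ± 0.08 (SD, n = 2 samples) with the empty vector and 6.80 ± 0.03 (SD, n = 2) with G72. DAOA thus rose by a log2 fold change of 11.75 (SE 0.11, adjusted p = 3.44e-06 from limma), a change of 3447-fold. Since the intensities lie well below the array medians with the empty vector and close to the top with G72, the size of the fold is uncertain.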

The cells were transfected with pLG72 overexpression plasmids, and the total RNA was isolated at 48 hr after transfection. After DNA microarray analysis, transcriptomics of pLG72 overexpression identified 65 genes with more than a 2-fold differential change as compared with the control, in which 27 genes were upregulated and 38 were downregulated as shown in the gene expression profile (Table 1). 

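In the G72 samples, 254 probes changed at an adjusted p under 0.05 from limma, 176 of them higher and 78 lower than with the empty vector. Of these, 183 carry a single gene symbol and belong to 182 genes besides DAOA. At the paper's thresholds of an unadjusted p under 0.05 and a 2-fold change, 357 probes passed, 217 higher and 140 lower, which included probes of 249 named genes other than DAOA (145 higher, 104 lower). These numbers depended on the samples and the processing. Without the first or the second empty vector sample 46 and 40 probes passed an adjusted p under 0.05, and without the first or the second G72 sample 609 and 541, of which 431 and 321 were lower. At the paper's thresholds the balance turned without the first G72 sample (225 probes higher and 334 lower, 148 genes higher and 213 lower) and, for genes alone, without the second (187 higher and 208 lower). At an adjusted p under 0.05 it also turned with the sample as a random block (742 higher, 1393 lower), with 8 independent arrays (1067 and 1752) and without probes below the median brightness (210 and 298). Of the 65 genes of Table 1, 58 were analysed here, each through its brightest probe, and 54 of them had the direction of Table 1. At an adjusted p under 0.05, 19 of 25 upregulated genes rose and 25 of 33 downregulated genes fell, and 48 genes passed when adjusted over the list alone. The study chose this list on these samples, so these counts are not independent evidence. Among the genes that rose were CADPS2, a priming factor of dense-core vesicle release (log2 fold change 2.52, SE 0.11, adjusted p = 0.00113; -0.13 by its other probe), the immunoglobulin superfamily member IGSF9 (2.28, SE 0.11, adjusted p = 0.00196), the cytokine gene TNFSF4 (1.87, SE 0.11, adjusted p = 0.00346), the small nuclear RNA RN7SK (2.65, SE 0.18, adjusted p = 0.00704) and the inducible heat shock gene HSPA1B (1.82, SE 0.12, adjusted p = 0.00669), whose near-identical copy HSPA1A may share its probe. Among the genes that fell were NCF1B, a near-identical pseudogene copy of an NADPH oxidase subunit (-4.09, SE 0.22, adjusted p = 0.0024), and WBP1 (-2.52, SE 0.11, adjusted p = 0.00104). The zinc finger gene ZNF618 also fell (-1.93, SE 0.13, adjusted p = 0.00669, with -0.24 to -0.11 by its other 3 probes, and not passed with the mean of its probes). If cells without the plasmid kept their level, falls of this size would need most cells to carry it. The paper's methods give a lower bound for the transfection efficiency, tested with a reporter plasmid. Its discussion names a share that is a minority of the cells. At that share, with the other cells unchanged, no fall of 2-fold or more could come from transfected cells alone. The share in these samples was not measured here. For 12 of the 58 genes another probe of the gene changed more than the brightest, and by that probe, a choice made after the values were seen, 58 genes had the direction of Table 1 and 54 passed an adjusted p under 0.05. The paper called single spots, so its values for these genes can belong to those probes. Without the first or the second empty vector sample, log2 fold changes were 1.91 or 1.84 for TNFSF4, 1.73 or 1.90 for HSPA1B and -1.81 or -2.06 for ZNF618. NCF1B had -3.89 without the second. When either empty vector sample was left out, which leaves 1 sample in that group with the spread taken from the other group and from all probes, 46 or 47 of 60 called probes of the genes under the naming rule no longer passed; TNFSF4, HSPA1B and ZNF618 were among them (adjusted p 0.0546 to 0.0849), and NCF1B without the second sample (0.0589). When either G72 sample was left out, 0 or 1 was lost, and with array 1 or array 2 of each sample alone, 21 or 48 were lost.

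**Figure D1:**
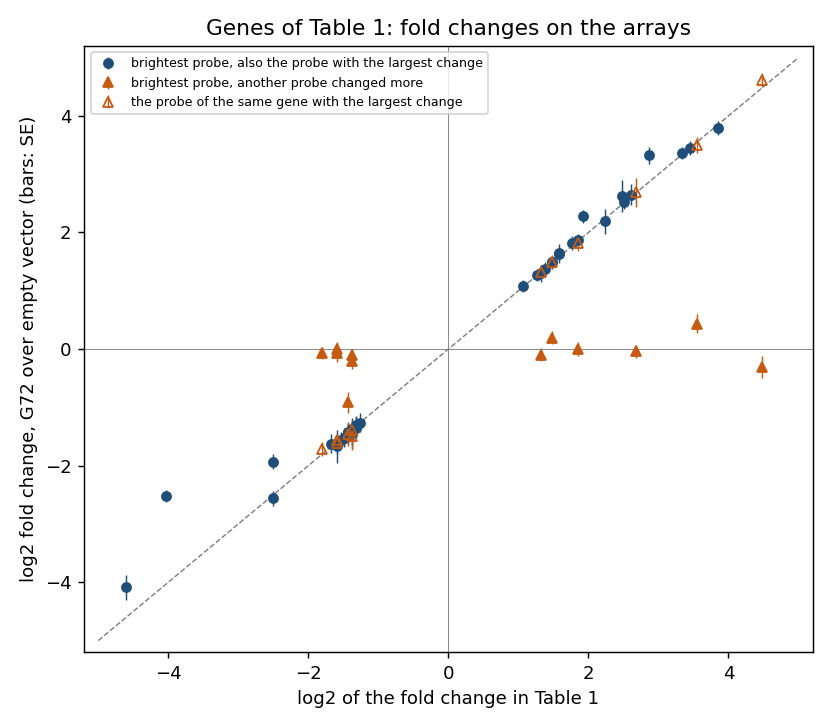
Log2 fold change of the 58 analysed genes of Table 1, DAOA left out, in G72 over empty vector samples (vertical axis, bars: standard error, n = 2 samples per group) against the log2 of the fold change in Table 1 (horizontal axis). Filled symbols show the brightest probe of each gene, open triangles show the probe with the largest change for the 12 genes where that was another probe, and the dashed line marks equal values.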

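Among genes of membrane proteins, those that rose in the G72 samples included RTN1, a reticulon of the endoplasmic reticulum, with a log2 fold change of 3.36 (SE 0.11, adjusted p = 0.000443 from limma), and the tetraspanin-like gene TM4SF18 with 3.33 (SE 0.14, adjusted p = 0.00104; 0.38 by its other probe, adjusted p = 0.172). The activin receptor ACVR2B (1.63, SE 0.11, adjusted p = 0.00644; 0.0022 by its other probe), the nicotinic receptor subunit CHRNA6 (1.30, SE 0.14, adjusted p = 0.0288), the ephrin EFNB1 (1.08, SE 0.11, adjusted p = 0.0229) and the secreted or membrane-bound protein SCUBE2 (1.49, SE 0.11, adjusted p = 0.0102) rose less. The chloride channel CLCN2 (-1.47, SE 0.12, adjusted p = 0.0121), TOMM20L, related to the import receptor of the outer mitochondrial membrane (-2.56, SE 0.13, adjusted p = 0.00206), and the ciliary transition zone gene TMEM216 (-1.40, SE 0.11, adjusted p = 0.0133; -0.09 by its other probe) fell. The genes were also counted in the paper's groups, by the brightest probe of each. Of 2 analysed ion channel genes, 0 rose and 1 fell. Of 6 genes that the paper groups as receptors, 4 rose and 0 fell, among them RTN1 and EFNB1, described above as a reticulon and an ephrin. Of 5 genes of membrane-integrated proteins, 2 rose and 2 fell. Adjusted over the list alone, 2, 4 and 4 genes passed, in lists that the study chose on these samples. Besides these, PANX2, OTOG and NTRK2 changed by a probe other than the brightest. The channel gene PANX2 had a log2 fold change of 0.43 by its brightest probe (adjusted p = 0.226) and 3.50 by another (SE 0.13, adjusted p = 0.000881), OTOG had 0.0055 and -1.61 (adjusted p = 0.984 and 0.00792), and the neurotrophin receptor NTRK2 had -0.08 and -1.56 (adjusted p = 0.802 and 0.00701), with -0.16 to 0.04 by its other 3 probes. NR2C1, a nuclear receptor, had -0.20 by its brightest probe (adjusted p = 0.451) and -1.49 and -0.27 by the others (adjusted p = 0.066 and 0.428), so none passed. Without the first or the second empty vector sample, log2 fold changes were 1.65 or 1.61 for ACVR2B, 1.45 or 1.14 for CHRNA6, 1.05 or 1.12 for EFNB1 and 1.41 or 1.56 for SCUBE2. They were -1.38 or -1.56 for CLCN2, -1.32 or -1.47 for TMEM216, and -1.57 or -1.65 and -1.60 or -1.52 for the other probes of OTOG and NTRK2. All these calls were lost in those fits, which leave 1 empty vector sample.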

Looking at the functions of these genes, there are 15 located in plasma or the mitochondrial membrane, including 3 ion channels (PANX2, CLCN2, and NPHS2), 7 receptors (RTN1, ACVR2B, CHRNA6, EFNB1, NTRK2, EDNRA, and NR2C1), and 5 membrane-integrated proteins (TM4SF18, SCUBE2, TOMM20L, OTOG, and TMEM216). Usually, membrane proteins, especially receptors, can receive extracellular stimulation and transact the signals to intracellular molecules. In the pLG72 overexpression profile, there are 6 genes involved in signaling transduction (RTN1, CNTD2, MAP4K4, HIPK3, TRIM40, and SAG) and 6 genes participating in calcium binding and secondary messenger transduction (GALNT3, TBC1D8B, SCUBE2, SMOC2, EDNRA, and PLA2G5). 

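Of the 6 genes of signaling transduction, 2 rose and 4 fell at an adjusted p under 0.05 from limma, and all 6 passed when adjusted over the list alone. Besides RTN1, CNTD2, a cyclin-domain gene, rose with a log2 fold change of 2.63 (SE 0.27, adjusted p = 0.0245). The kinase genes MAP4K4 (-1.53, SE 0.13, adjusted p = 0.0139; -0.32 by its other probe, adjusted p = 0.207) and HIPK3 (-1.41, SE 0.11, adjusted p = 0.0132; 0.17 and -0.24 by its other probes) fell by their brightest probes, as did TRIM40, of the tripartite motif family (-1.34, SE 0.11, adjusted p = 0.0139), and SAG, the arrestin of photoreceptors (-1.31, SE 0.16, adjusted p = 0.0367). Of 5 analysed genes of calcium binding and secondary messenger transduction, 2 rose and 2 fell by their brightest probes, and 4 passed when adjusted over the list alone. GALNT3, which starts mucin-type O-glycosylation, rose by a log2 fold change of 3.45 (SE 0.11, adjusted p = 0.000443) alongside SCUBE2. The matricellular gene SMOC2 (-1.63, SE 0.16, adjusted p = 0.0229; 0.44 by its other probe, adjusted p = 0.402) and the secreted phospholipase gene PLA2G5 (-1.37, SE 0.14, adjusted p = 0.0241) fell. TBC1D8B had a log2 fold change of -0.04 by its brightest probe (adjusted p = 0.877), 2.69 by another (SE 0.25, adjusted p = 0.0178) and -0.95 by the last of its 3 probes (adjusted p = 0.0609). With the mean of a gene's probes, HIPK3 and SMOC2 did not pass. Both lists were chosen by the study on these samples. Without the first or the second empty vector sample, log2 fold changes were 2.63 or 2.62 for CNTD2, -1.47 or -1.58 for MAP4K4, -1.33 or -1.49 for HIPK3 and -1.40 or -1.29 for TRIM40. They were -1.15 or -1.47 for SAG, -1.58 or -1.68 for SMOC2, -1.21 or -1.52 for PLA2G5 and 2.50 or 2.88 for the TBC1D8B probe that passed. All these calls were lost in those fits, which leave 1 empty vector sample. SAG also did not pass with quantile normalization (0.0545), centering on the median (0.0506) or a floor for dim values (0.0549), nor TRIM40 with the floor (0.0523), and neither passed with array 1 or array 2 of each sample alone (0.0663 to 0.235).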

According to the analyses above, pLG72 may regulate intracellular response through transducing several phosphorylation and secondary messenger signaling. Because of this, another high throughput technique, micro-Western blotting, must be employed to screen the signaling regulatory pathway transduced by pLG72 overexpression. In addition, in the transcriptomic profile of pLG72 overexpression, there are 8 genes classified as nucleotide binding proteins (HNRNPCL1, FOXR2, ADAL, MAF, UPP1, ARL8A, NR2C1, and PSMA1). 

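By the brightest probe, 1 of 7 analysed nucleotide binding genes rose and 1 fell at an adjusted p under 0.05 from limma, 2 passed when adjusted over the list alone, and 5 did not pass, in a list chosen by the study on these samples. The forkhead gene FOXR2 rose by a log2 fold change of 3.80 (SE 0.12, adjusted p = 0.000443; 0.03 by its other probe), and UPP1, the uridine phosphorylase, fell (-1.52, SE 0.16, adjusted p = 0.0272). With the probe of largest change, 3 genes rose and 3 fell. HNRNPCL1, a gene with near-identical copies of its family, had a log2 fold change of -0.30 by the brightest of its 5 probes (adjusted p = 0.423) and 4.62 by another (SE 0.12, adjusted p = 0.000249), with -0.30 to -0.14 by the other 3. ADAL, an adenosine deaminase-like gene, had 0.19 and 1.49 (adjusted p = 0.38 and 0.0132), and the transcription factor gene MAF had -0.07, -1.71 and 0.44 (adjusted p = 0.755, 0.0065 and 0.44). PSMA1, a subunit of the proteasome, had -0.11 and -1.39 (adjusted p = 0.631 and 0.03). Without the first or the second empty vector sample, UPP1 had -1.38 or -1.66. The probes of ADAL, MAF and PSMA1 that passed had 1.38 or 1.60, -1.67 or -1.76 and -1.20 or -1.58. All these calls were lost in those fits, which leave 1 empty vector sample.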

Nucleotide binding proteins are involved in many biological processes such as nucleotide synthesis and metabolism, energy exchange, and DNA/RNA synthesis. This interesting finding can be further investigated in the future.

### 3.2. Network Construction with the Differentially Expressed Genes

In order to investigate the biological functions/processes induced by pLG72 overexpression, the network generation tool, GeneMANIA, was employed. GeneMANIA was developed for biofunction predictions of favorite genes or gene sets based on Gene Ontology annotation patterns. GeneMANIA finds the genes related with a given input gene from public datasets including protein-protein interaction, genetic regulation, pathways, reactions, gene coexpression, protein colocalization, protein domain similarity, and phenotypic screening profiles. Additional genes to the input gene will be presented to make a complete and comprehensive network. The 27 genes upregulated and 38 genes downregulated by pLG72 overexpression were separately input into the GeneMANIA system (Figures 1(a) and 1(b)). To generate a more complete network, a total of 65 differentially expressing genes were also input into the GeneMANIA system (Figure 1(c)). The system parameters of GeneMANIA were set to their default. Although GeneMANIA presented a comprehensive network, no predictive biological functions can be given automatically. However, when the parameter of biological processes is selected manually, an oxidation-related genetic pathway can be proposed.

### 3.3. Network Ontology Analyses (NOA)

The biological networks are usually used for prediction of biological pathways, annotation of biological functions, and/or identification of targets of diseases. Since GeneMANIA only gave a low-confidence clue of oxidative reaction, NOA, which applied the categories of Gene Ontology (GO) to network analysis [16], was employed to emphasize the effects induced by pLG72 overexpression. Three GO categories separately listed GO terms according to their *p* value significance. 

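Genes that make or remove reactive oxygen species were examined as 3 lists on these arrays. At an adjusted p under 0.05 from limma, 0 of 27 measured genes of the NRF2 antioxidant response, 0 of 31 ROS-detoxifying enzymes and 0 of 29 ROS-producing enzymes changed, and the counts adjusted over the list alone were also 0. At an unadjusted p under 0.05, 4 NRF2 genes were higher and 2 lower, 3 detoxifying enzymes were higher and 3 lower, and 1 producing enzyme was higher and 2 lower. As whole lists against the other genes, they gave adjusted p values of 0.912, 0.969 and 0.969 with camera, with median log2 fold changes of 0.0035, -0.0046 and 0.0021. For the detoxifying enzymes the test pointed up while median and mean were below 0, and for the producing enzymes the mean was below 0. HMOX1, the inducible heme oxygenase of the NRF2 response, had a log2 fold change of 0.58 (SE 0.19, adjusted p = 0.187), TXNRD1, a thioredoxin reductase, had 0.35 (adjusted p = 0.169) and NQO1 had -0.17 (adjusted p = 0.458). The superoxide dismutases SOD1 and SOD2 had -0.13 and 0.23 (adjusted p = 0.542 and 0.506), and catalase, CAT, which breaks down hydrogen peroxide, had 0.27 (adjusted p = 0.31). Among the enzymes that produce hydrogen peroxide or superoxide, DUOXA2, the maturation factor of a dual oxidase, had 0.73 (adjusted p = 0.0925), the NADPH oxidase subunit CYBB had -0.59 (adjusted p = 0.306) and DAO, the D-amino acid oxidase, had -0.34 (adjusted p = 0.195). NCF1 was not analysed here. The probe of NCF1B, its near-identical pseudogene copy, had a log2 fold change of -4.09 (adjusted p = 0.0024). Whether that probe also reads NCF1 was not tested, so the counts of this list do not cover it. A list of 18 genes of D-serine metabolism and the NMDA receptor, to which DAO also belongs, held 0 changed genes (1 higher and 2 lower at an unadjusted p under 0.05), with an adjusted p of 0.969 and a median of 0.011, against a mean below 0. The 2 samples per group set a limit here, since simulated log2 changes of 0.5 were called for 0.448% or 6.27% of probes, depending on how the spread was drawn. Cells without the plasmid would also dilute any change in these lists.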

The top GO term in biological process revealed that pLG72 might increase the production of oxidative stress via hydrogen peroxide synthesis (Table 2, bold). In addition, nitric oxide biosynthesis and metabolism and nitric oxide synthase activity also were predicted in the biological process and molecular function categories, respectively (Table 2, italic). Moreover, arginine metabolic process in the biological process and arginine binding in molecular function were predicted and might function to produce nitrogen oxide and enhance ROS [17] (Table 2, underlined). 

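The genes of 2 nitric oxide synthases fell in the G72 samples by their brighter probes and did not by their dimmer probes. NOS1, the neuronal synthase, went from a centered log2 level of -1.31 ± 0.09 (SD, n = 2 samples) to -2.35 ± 0.04, a log2 fold change of -1.04 (SE 0.11, adjusted p = 0.0277 from limma). NOS2, the inducible synthase, went from 1.08 ± 0.23 to -0.0084 ± 0.02, a log2 fold change of -1.09 (SE 0.14, adjusted p = 0.0475). NOS3, the endothelial synthase, had a log2 fold change of 0.69 (SE 0.12, adjusted p = 0.0851), which passed only when adjusted over its list alone. The other probe of NOS1 had a log2 fold change of 0.11 (adjusted p = 0.609), that of NOS2 had 0.16 (adjusted p = 0.446) and that of NOS3 had 0.79 (adjusted p = 0.173). Without the first or the second empty vector sample the log2 fold change was -0.98 or -1.11 for NOS1 and -0.92 or -1.26 for NOS2, and neither gene passed. Without the second G72 sample it was -1.07 for NOS2, which did not pass. NOS2 also did not pass with centering on the median (0.0649), a floor for dim values (0.0606) or probes with a value on 1 array per sample (0.0545), and with array 1 or array 2 of each sample alone neither gene passed (0.112 or 0.241 for NOS1, 0.0777 or 0.29 for NOS2). With the mean of a gene's probes in place of the brighter one, neither NOS1 nor NOS2 passed (adjusted p = 0.1 for NOS1 and 0.108 for NOS2).

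**Figure D2:**
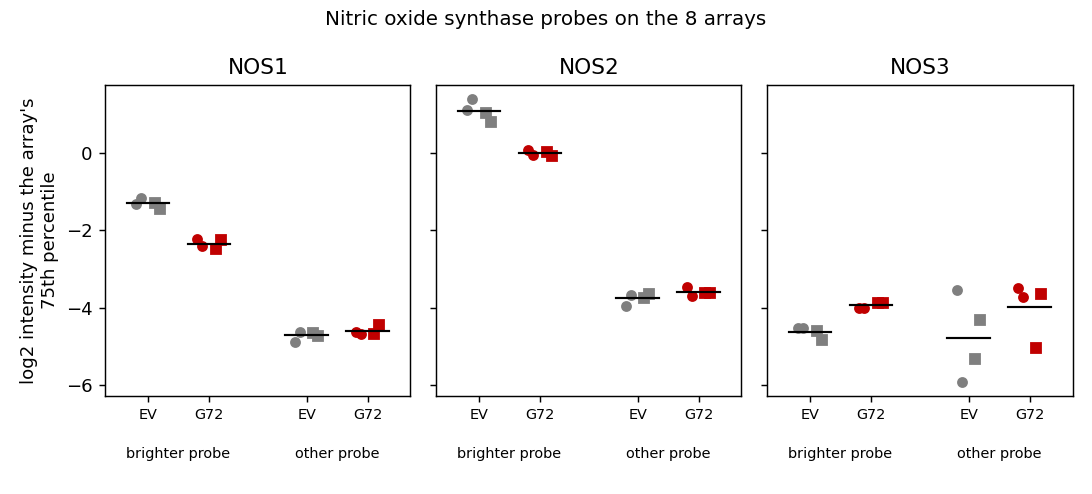
Log2 intensity of each nitric oxide synthase probe minus the array's 75th percentile on the 4 empty vector (EV, grey) and 4 G72 (red) arrays. Circles are arrays of replicate 1, squares are arrays of replicate 2 and lines are group means. For NOS1 and NOS2 the brighter probe is lower on all 4 G72 arrays than on all 4 empty vector arrays, and the other probe is not.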

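Of 19 measured genes of arginine metabolism, 0 changed at an adjusted p under 0.05 from limma, 1 was lower when adjusted over the list alone, and 3 were higher and 2 lower at an unadjusted p under 0.05. That 1 gene was GATM, which uses arginine in the first step of creatine synthesis (log2 fold change -0.83, SE 0.13, adjusted p = 0.0718; 0.04 by its other probe). OTC, the ornithine carbamoyltransferase of the urea cycle, and ALDH4A1, of proline breakdown, both had 0.36 (adjusted p = 0.164 and 0.167), and SLC7A2, a carrier of cationic amino acids, had -0.41 (adjusted p = 0.175; 0.12 by its other probe). In all, 12 of the 19 genes were higher and 7 lower, with a median log2 fold change of 0.08. Camera gave the list an adjusted p of 0.688.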

In the molecular function category, “tetrahydrobiopterin binding” is the first ranking of the prediction (Table 2). 

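Besides the nitric oxide synthases, which bind tetrahydrobiopterin, no gene of its synthesis, recycling or use passed an adjusted p under 0.05. In the list of 18 measured genes of nitric oxide and tetrahydrobiopterin, 0 rose and 2 fell at an adjusted p under 0.05 from limma, and 1 rose and 2 fell when adjusted over the list alone, all of them synthase genes. GCH1, which starts tetrahydrobiopterin synthesis, had a log2 fold change of 0.11 (adjusted p = 0.668), PTS and SPR, the next enzymes, had -0.32 and 0.0085 (adjusted p = 0.305 and 0.977), and the recycling enzymes PCBD1 and QDPR had 0.30 and -0.20 (adjusted p = 0.254 and 0.356). The hydroxylases TPH1, TPH2 and TH, which use it as a cofactor, had -0.24, -0.30 and 0.04 (adjusted p = 0.333, 0.421 and 0.906). Apart from PCBD1, these genes were named for their function after the values were seen. The list as a whole had a median log2 fold change of -0.04 and an adjusted p of 0.578 with camera.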

According to Gene Ontology definition, “tetrahydrobiopterin binding” can inference the activity of tetrahydrobiopterins which are enzyme cofactors that carry electrons in redox reactions. Therefore, NOA provides a highly confident prediction to posit that pLG72 might induce oxidative stress in U87 cells.

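Lists of mitochondrial and stress genes gave 1 changed member, HSPA1B. In complex I of the respiratory chain, 12 of 36 measured subunit genes were higher and 24 lower, with a median log2 fold change of -0.05 and an adjusted p of 0.578 with camera. The count of changed subunits at an adjusted p under 0.05 from limma was 0, with 2 higher and 6 lower at an unadjusted p under 0.05, such as NDUFC2 with -0.49 (adjusted p = 0.165). Of 16 genes of mitochondrial fission and fusion, 0 changed, and 2 were higher and 2 lower at an unadjusted p under 0.05. MFN2, which fuses outer membranes, had 0.52 (adjusted p = 0.113) and DNM1L, which divides mitochondria, had -0.44 (adjusted p = 0.14). The adjusted p of this list was 0.969, with a median of -0.0067 where the test pointed up. Of 14 heat shock genes 1 rose, and 2 rose when adjusted over the list alone, with DNAJB1 as the other (log2 fold change 0.48), while HSPA8, the constitutive HSP70, had -0.38 (adjusted p = 0.194; 0.23 by its other probe), and the list had an adjusted p of 0.578. Of 21 genes of the unfolded protein response, 0 passed, 5 were higher and 1 lower at an unadjusted p under 0.05, and PPP1R15A, which restores translation after stress, rose when adjusted over the list alone (log2 fold change 0.83). That list had an adjusted p of 0.545. None of these lists, the lists of oxidative enzymes and those of arginine and nitric oxide included, passed with camera under an estimated correlation (adjusted p = 0.969 to 0.981). No other list did either, and that correlation is estimated from 2 residual degrees of freedom. The paper entered the upregulated, the downregulated and all genes of Table 1 into GeneMANIA and then into NOA. From the terms for hydrogen peroxide synthesis, nitric oxide synthesis, arginine metabolism and tetrahydrobiopterin binding in Table 2, it proposes as a possibility that pLG72 induces oxidative stress in U87 cells, which it then tested with a ROS stain.

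**Figure D3:**
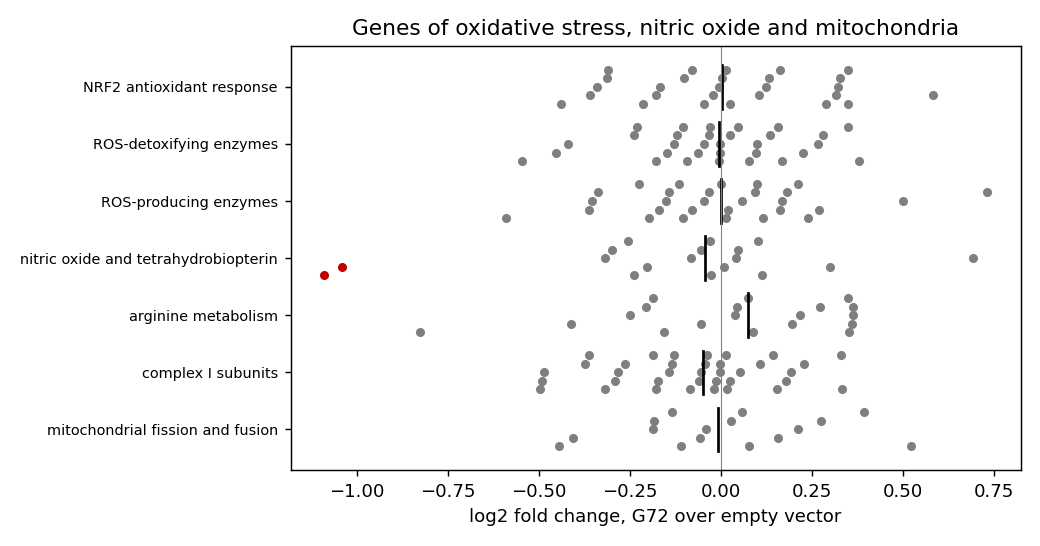
Log2 fold change in G72 over empty vector samples (horizontal axis, n = 2 samples per group) of each measured gene of 7 lists, by its brightest probe. Red points passed an adjusted p under 0.05 and black lines are the list medians. The red points are NOS2 and NOS1.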

### 3.4. Demonstration of Reactive Oxygen Species (ROS) Induction

To demonstrate the induction of oxidative stress proposed above, U87 cells were transfected with pLG72 overexpression plasmids and the intracellular ROS was stained using DCFH-DA, the general ROS indicator. The fluorescent intensity was measured using flow cytometry. As compared with the control group of empty vector (EV), ROS level significantly increased 69.2% in U87 cells transfected with* G72* plasmids (Figure 2). This indicates that pLG72 overexpression could raise oxidative stress via increasing the level of ROS production. To further confirm ROS production, Tempol, a general ROS scavenger with a superoxide dismutase mimetic, was employed. Figure 2 shows that when Tempol was added, the level of ROS raised by pLG72 overexpression was significantly decreased to a level similar to that of U87 cells transfected with empty vector. That means the oxidative stress induced by pLG72 overexpression might be derived from superoxide overproduction.

## 4. Discussion

In 2013, Cheng and colleagues reported that 361 genes were differentially expressed in the brains of* G72* transgenic mice, some of which were implicated in neurological or psychological disorders [18]. However, they did not mention the possible mechanisms for the enhanced psychiatric behaviors of* G72* transgenic mice, including fewer stereotypic movements in the open field test, higher baseline startle responses in the course of the PPI test, and lower hedonic responses in the sucrose preference test. After the comparison between our gene expression profile and Cheng's, genes in the two individual datasets implied that the oxidative stress might be induced by pLG72 overexpression and we subsequently have proposed that although the cell viability showed no significant difference, the increase of oxidative stress might be involved in long-term damage of brain cells causing dysregulation of neurotransmission and/or neuron death. Of course, since the gene expression profiles in this study were provided by transient transfection using pLG72 expression plasmids, it would be very different from the transcriptomics data from Cheng's* G72*-transgenic mice* in vivo* owing to the 40% transient transfection efficiency. Our data was limited to provide the functional information of pLG72 protein in U87 cells.

In 2011, Otte and colleagues discovered that in* G72* transgenic mice the activity of complex I in the respiratory chain was attenuated, presumably through the binding between the flavin-mononucleotide (FMN) group and pLG72 [19]. The impaired complex I increased superoxide (O_2_^−∙^) production, which in turn led to reduced aconitase activity and increased production of lipid/protein peroxidation. Furthermore, treatment with* N*-acetyl cysteine, a precursor of glutathione (GSH), increased the antioxidant capacity and rescued the spatial learning deficit [19]. On the other hand, pLG72 interacts with cytosolic DAAO and then blocks the translocation of DAAO into peroxisomes which metabolize H_2_O_2_ to H_2_O [9]. The enzymatic reaction of DAAO will produce H_2_O_2_ as a side product. Therefore in U87 cells pLG72 might enhance oxidative stress* via* the interaction of DAAO and blockage of the DAAO peroxisome targeting, resulting in producing H_2_O_2_ in cytosol and/or mitochondria.

Cappelletti's and Sacchi's groups also transfected pLG72 into U87 cells [20, 21]. Sacchi and colleagues found that pLG72 interacted with DAAO in mitochondria, and Cappelletti and colleagues reported overexpression pLG72 could increase the turnover of DAAO to avoid excessive D-serine depletion in brain. In their paper, they also mentioned that the half-life of pLG72 is short only 25 min–40 min. Therefore, how this short turnover protein can significantly increase oxidative stress is valuable to be investigated. With what is told in this study, pLG72 might play a role in neurological disorders, especially psychiatric diseases, in the way it damages neuronal cells slowly through the enhancement of mitochondrial ROS levels.

## Figures and Tables

**Figure 1:**
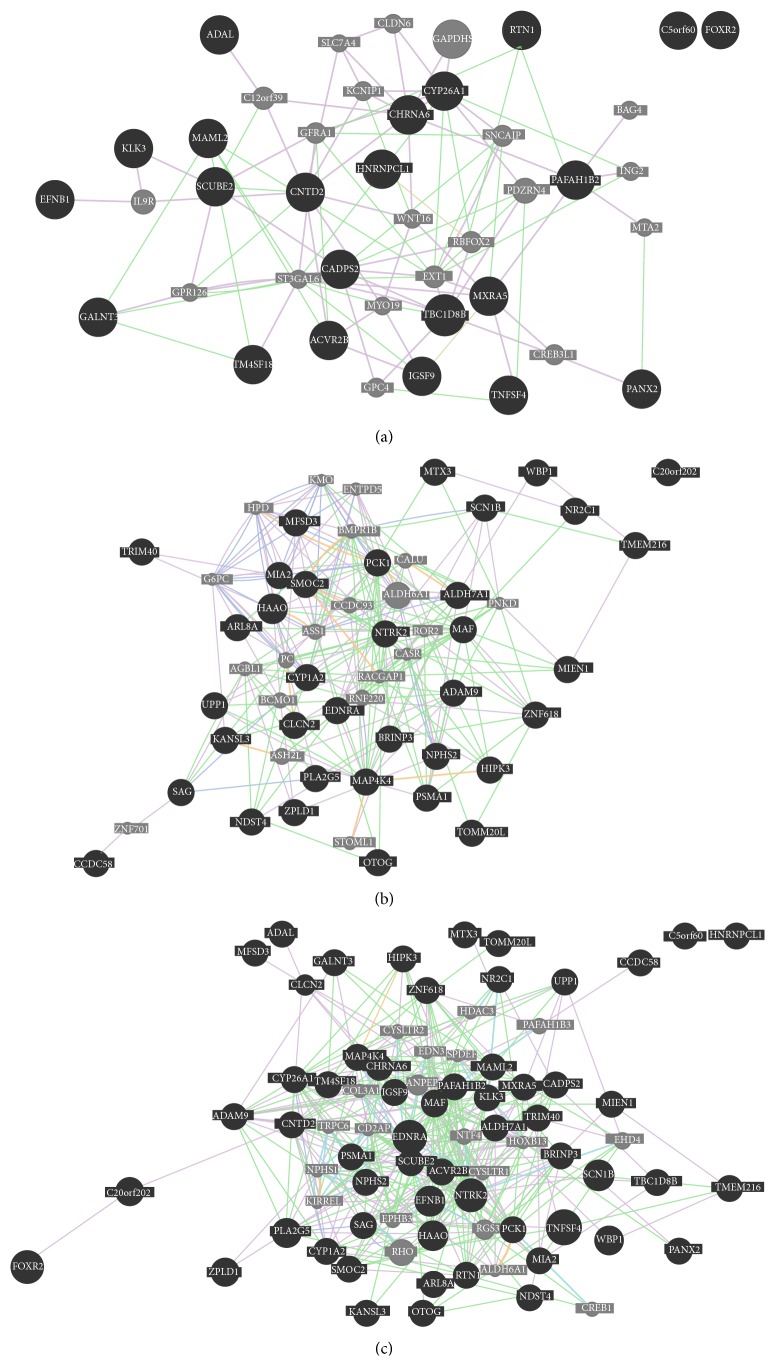
GeneMANIA analysis. The upregulated genes (a), downregulated genes (b), and total differentially expressed genes (c) were input into GeneMANIA server using the default setting.

**Figure 2:**
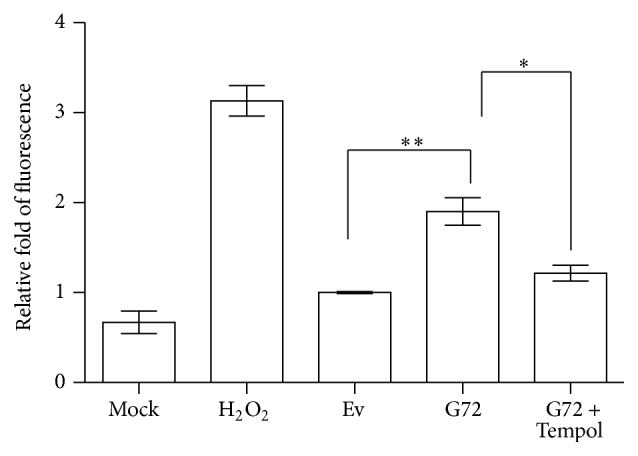
The measurement of ROS production. The ROS production was detected using a fluorescent indicator, DCFH-DA, and monitored by flow cytometry. The ROS level was significantly induced by pLG72 and scavenged by Tempol. Ev, empty vector;  ^*∗*^ *p* < 0.05;  ^*∗∗*^ *p* < 0.01.

**Table 1:** The differential expression affected by pLG72 overexpression in U87 cells.

Gene symbol	Fold change	*p* value	Gene symbol	Fold change	*p* value	Gene symbol	Fold change	*p* value
DAOA^a^	99.9	<2.80*E* − 45^b^	TBC1D8B	6.4	3.250*E* − 09	C5orf60	2.8	1.508*E* − 42
HNRNPCL1	22.2	3.287*E* − 31	CADPS2	5.7	5.697*E* − 40	ADAL	2.8	3.527*E* − 26
FOXR2	14.4	<2.80*E* − 45	LINC00028	4.7	5.597*E* − 05	SCUBE2	2.8	4.477*E* − 32
PANX2	11.7	7.113*E* − 39	IGSF9	3.8	0.000550514	CYP26A1	2.6	5.026*E* − 18
GALNT3	10.9	<2.80*E* − 45	TNFSF4	3.6	<2.80*E* − 45	PAFAH1B2	2.5	5.294*E* − 21
RTN1	10.1	<2.80*E* − 45	MXRA5	3.6	1.051*E* − 10	CHRNA6	2.5	4.314*E* − 09
LOC100287063	10.0	6.157*E* − 32	HSPA1B	3.4	6.485*E* − 16	KLK3	2.4	2.067*E* − 26
TM4SF18	7.3	0.001431557	LOC100130705	3.1	<2.80*E* − 45	EFNB1	2.1	1.061*E* − 06
CNTD2	5.6	6.912*E* − 08	ACVR2B	3.0	<2.80*E* − 45			
RN7SK	6.1	8.507*E* − 34	MAML2	3.0	1.129*E* − 16			

NCF1B	−24.3	<2.80*E* − 45	UPP1	−2.8	1.229*E* − 14	HIPK3	−2.6	6.306*E* − 44
WBP1	−16.4	8.353*E* − 32	ALDH7A1	−2.7	5.883*E* − 19	NR2C1	−2.6	0.000500818
TOMM20L	−5.7	<2.80*E* − 45	CLCN2	−2.7	4.905*E* − 33	SCN1B	−2.6	0.00099985
ZNF618	−5.7	5.221*E* − 20	ADAM9	−2.7	1.640*E* − 07	PSMA1	−2.6	2.490*E* − 18
LOC100133251	−3.8	1.984*E* − 23	CYP1A2	−2.7	2.620*E* − 35	TMEM216	−2.6	1.675*E* − 31
MAF	−3.5	3.682*E* − 05	MFSD3	−2.7	1.343*E* − 16	PLA2G5	−2.6	8.703*E* − 24
ZPLD1	−3.2	1.677*E* − 18	NDST4	−2.7	9.920*E* − 17	KANSL3	−2.5	1.840*E* − 13
OTOG	−3.0	5.315*E* − 16	HAAO	−2.7	2.481*E* − 13	TRIM40	−2.5	1.702*E* − 06
SMOC2	−3.0	1.154*E* − 08	ARL8A	−2.6	3.177*E* − 27	SAG	−2.5	5.333*E* − 11
CCDC58	−3.0	5.483*E* − 05	C20orf202	−2.6	6.332*E* − 06	FAM5C	−2.5	3.283*E* − 09
NTRK2	−3.0	1.381*E* − 25	EDNRA	−2.6	2.281*E* − 15	PCK1	−2.4	7.419*E* − 11
MIEN1	−2.9	5.327*E* − 31	MTX3	−2.6	9.082*E* − 06	NPHS2	−2.3	4.093*E* − 10
MAP4K4	−2.8	1.432*E* − 23	MIA2	−2.6	4.305*E* − 20			

^a^ *DAOA* is *G72*. It will not be included in the following analysis.

^b^The minimal *p* value calculated using Rosetta Resolver System is 2.80*E* − 45.

**Table 2:** The upregulated genes analyzed with Network Ontology Analysis.

Gene ontology	*p* value	Term name
Biological process	4.3*E* − 4	**Hydrogen peroxide biosynthetic process**
	4.3*E* − 4	Arginine catabolic process
	8.4*E* − 4	*Nitric oxide biosynthetic process*
	0.0010	*Nitric oxide metabolic process*

Cellular component	0.0080	Cytoplasmic cyclin-dependent protein kinase holoenzyme complex
	0.0080	Cell outer membrane
	0.0162	Subsynaptic reticulum
	0.0201	Spindle midzone

Molecular function	4.5*E* − 5	*Tetrahydrobiopterin binding*
	4.5*E* − 5	*Nitric-oxide synthase activity*
	9.0*E* − 5	Arginine binding
	9.3*E* − 4	Steroid hormone receptor activity

How the deposited data were processed for this re-analysis (not part of the article)

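RNA of U87 cells transfected with the G72 plasmid or the empty vector was measured on 8 arrays, 2 arrays for each of 2 samples per group. Groups and replicates were taken from the sample labels, and the series design calls the samples of a group independent. Nothing states whether the transfections were done on separate days, so the p values measure the spread between these samples, which may be technical.

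The deposited values are spot intensities on a linear scale, 1 column per array and no other column. According to the methods, the authors scanned the slides, read Cy5 with GenePix 4.1 and then used Rosetta Resolver for 75 percentile centering and error-weighted fold changes. The deposited intensities show a subtracted background, with 78 to 116 values per array not above 0, and no centering between arrays. The background method is not given in the sources used here. Slide and scan date were not used here.

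The planned analysis assumed values that were already normalized. Since they were not, the paper's centering was applied: log2 of each intensity minus the array's 75th percentile over the 31490 probes above 0 on all arrays (251 probes left out). The planned second centering on the 75th percentile therefore changes nothing by construction, and fitting the values without centering was added after seeing the data. The arrays of a sample were averaged on the log2 scale (avearrays), and limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) compared 2 samples with 2. Adjusted p values are Benjamini-Hochberg values over all probes tested. Counts are given at an adjusted p under 0.05 and at the paper's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. The error model of Rosetta Resolver was not repeated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

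Probes were named from the platform's annotation: 24658 carry 1 gene symbol, 1002 several and 6081 no listed symbol. Older symbols were matched through a table of gene names of GRCh38.p14, which was used for names only. Probes with several symbols name no gene in the text. The tested probes represent 18169 genes by a single symbol, and 5365 genes have more than 1 such probe. A gene with several probes is given by the probe with the highest mean over all arrays. For genes said to rise, fall or change, in the passages or over a list alone, the log2 fold changes of the other probes are given beside it.

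Genes were named by a rule set before the data were examined: DAOA, the genes of Table 1 and of the paper's functional groups (whose values in the paper had been seen), the 12 single-gene probes with the largest rise and the 12 with the largest fall among those with an adjusted p under 0.05 and all 4 G72 arrays on one side of all 4 empty vector arrays, up to 4 members of each gene list with the smallest p, and DAO, NOS1, NOS2, NOS3, NCF1, HMOX1, NQO1, SOD1, SOD2 and CAT. In all, 7 genes of Table 1 were not analysed here.

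Fixed before the data were examined, 23 gene lists were tested: NRF2 antioxidant response, ROS-detoxifying enzymes, ROS-producing enzymes, nitric oxide and tetrahydrobiopterin, arginine metabolism, D-serine and NMDA receptor, complex I subunits, mitochondrial fission and fusion, heat shock response, unfolded protein response, interferon response, NF-kB and cytokines, p53 response, proliferation, hypoxia response, cholesterol synthesis, immediate early genes, housekeeping genes and markers of astrocytes, neurons, oligodendrocytes, endothelium, and microglia and leukocytes. Each used the brightest probe of each gene and camera with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were alternatives. In counts adjusted over the list alone, the p values of a list's members were adjusted among themselves.

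The fit was tested on simulated data for the comparison of G72 with empty vector: 10 rounds of 31490 probes with 200 changed, whose spread was drawn from the prior that limma fitted to these arrays. A log2 change of 0.5 was recovered at an adjusted p under 0.05 for 0.448% of probes, 1 for 22.5% and 2 for 91.2%. At the paper's thresholds the shares were 1.49%, 49.9% and 99.4%. On average 4 unchanged probes were called at an adjusted p under 0.05 and 45.9 at the paper's thresholds. A first version took each probe's spread from its posterior variance in limma. It called 18.6 unchanged probes at an adjusted p under 0.05 and 17.5 at the paper's thresholds, and recovered 6.27%, 93.1% and 99.8% of probes changed by 0.5, 1 and 2 at an adjusted p under 0.05. The draw from the prior replaced it after that result was seen, so the false calls and the shares depend on how the spread is drawn. Array intensities carry no counts, so no depth is given, and the number of arrays limits the precision.

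The alternatives, set before the data were examined unless stated, were the sample as a random block, 8 arrays taken as independent, each array of a sample alone, quantile normalization, centering on the median, probes below the 25th percentile or below the median of brightness left out, values under the 25th percentile raised to it, eBayes with trend, probes with a value on at least 1 array per sample, the replicate number as a block, each sample left out, and the mean of a gene's probes. Added after seeing the data were no centering, leaving out the second array of the second G72 sample, the probe with the largest change, and correlations of linear intensities. Since replicates carry numbers that nothing ties across the groups, the main comparison is unpaired.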

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

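The test of the brightness of rising probes was chosen after the changes had been seen. In the test of other probes, those that themselves passed the thresholds were included after a first run without them, and in the test of immediate early genes against array brightness the second G72 sample was added after its result was seen. The other tests of explanations in this part were set before their results.

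Genes that the paper does not discuss changed as strongly as those of Table 1. CADM2, a neuronal cell adhesion gene, rose by a log2 fold change of 4.57 (SE 0.13, adjusted p = 0.000343 from limma, all 4 G72 arrays above all 4 empty vector arrays) and passed under every alternative in which it was tested. LINC00312, a long non-coding RNA, rose by 3.13 (SE 0.23, adjusted p = 0.00925). With dim values raised to a floor its log2 fold change was only 0.81 and the call was lost (adjusted p = 0.139). The call was also lost without the first or second empty vector sample, at log2 fold changes of 2.95 or 3.31, and with array 1 or array 2 of each sample alone. Both were dim with the empty vector. In all, 128 genes outside Table 1 passed an adjusted p under 0.05, 97 higher and 31 lower. The number and its balance depend on the samples and the processing: it was 12 and 10 without the first or the second empty vector sample, and 342 and 352 without the first or the second G72 sample, where most were lower (246 and 228). It was 1640 with the sample as a random block (575 higher, 1072 lower), 2169 with 8 independent arrays (832 and 1351), 371 without probes below the median brightness (143 and 228), 16 and 2 with array 1 or array 2 of each sample alone, and 43 with the floor; a gene with probes in both directions is in both numbers.

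NOS1 and NOS2, nitric oxide synthase genes that are outside Table 1, had log2 fold changes of -1.04 and -1.09 (adjusted p = 0.0277 and 0.0475 from limma), each by 1 of its 2 probes. Neither passed without the first or the second empty vector sample, with array 1 or array 2 of each sample alone or with the mean of its probes (adjusted p of NOS1 0.1 to 0.241 and of NOS2 0.0777 to 0.29), and NOS2 also did not pass without the second G72 sample, with centering on the median, with the floor or with a value on 1 array per sample (0.052 to 0.0649).

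Most large changes were seen by a single probe of a gene: among 123 genes with a probe past the paper's thresholds and at least 1 other probe, 1 gene, SLC26A5, had 2 such probes in the same direction (named after its values were seen). The tables argue against other probes being too dim to respond: 91 other probes of 64 genes that were brighter than the changed probe had a median log2 change of 0.0563 in its direction (quartiles -0.11 to 0.20), where the changed probes had a median size of 1.21. Whether probes of one gene share signal on this array stays open, since the 2 brightest probes of 2325 genes with no such change correlated with a Pearson r of 0.129 across genes, and transcript isoforms read by 1 probe alone were not tested. For the probes that rose alone, a candidate explanation is that RNA of the G72 plasmid binds unrelated probes, which needs probes that were dim with the empty vector. All 216 probes that rose past the paper's thresholds, DAOA left out, had a median brightness percentile of 32.6 with the empty vector. The 140 probes that fell had 51.3. Both sets also hold unnamed probes and genes with 1 probe, and the value for probes that rose alone was not taken. Dimness does not single out this explanation. RNA of the G72 plasmid would raise probes, so it leaves unexplained the 61 genes with other probes and a probe that fell. Their other probes also had a median change of 0.0563 in the direction of the fall. Very bright probes of TMEM216, HIPK3 and CLCN2 fell by similar amounts (-1.40, -1.41 and -1.47). Not all probes as bright fell, for example that of EEF1A1 (0.26), and a common cause was not tested. The empty vector samples carried a plasmid too, and binding of its RNA was not tested, since probe sequences were not used here.

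The immediate early genes, transcription factors and others that respond within minutes to stimulation, were higher as a list in the G72 samples with camera at a fixed inter-gene correlation (adjusted p = 0.000643, median log2 fold change 0.30). They did not pass with an estimated correlation (camera p = 0.0447, adjusted p = 0.969). That correlation rests on 2 residual degrees of freedom and no list passed with it, so it cannot tell the lists apart. Of 20 measured genes 16 were higher, 1 passed alone and 4 when adjusted over the list alone: FOS (log2 fold change 1.27, SE 0.13, adjusted p = 0.0272, lost without the first or second empty vector sample at 0.126 or 0.107 and with array 1 or array 2 alone), EGR2 (0.49), FOSB (0.44) and EGR3 (0.42). The list passed under all 17 planned settings of the fit, with adjusted p values of 0.000193 to 0.0105, and with fry (0.00667). The 17 settings all kept the fixed correlation, and 1 of them, the second centering, changes nothing by construction. The rise did not rest on 1 sample, since the lowest median with a sample left out was 0.27. Brighter G72 arrays stay open as a cause, although the values go against it: between the bright and the dim array of the second empty vector sample the list had a median difference of -0.0671 (quartiles -0.27 to 0.08), and between those of the second G72 sample 0.07 (quartiles -0.05 to 0.14), both under the bound of 0.1 set beforehand. Leaving it open was decided after these values were seen, because each pair is 1 sample and differs in brightness by 0.30 and 0.18, less than the groups with 0.50, which the bound did not allow for. Brightness otherwise cannot be told apart from the group.

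Small changes were spread over many probes: 6259 of 31490 (19.9%) had an unadjusted p under 0.05, where chance gives 5%, and 3920 without the first empty vector sample. A trend with probe brightness as the whole cause is argued against, since quantile normalization left the number at 1.01 times that without it. Array brightness in another form stays open: differences between the bright and the dim array of the second empty vector sample correlated across probes with those between G72 and the first empty vector sample, which share no array, at r = 0.158, and the groups differ in brightness throughout. A response of the cells to G72 and other differences between the samples also remain possible and cannot be told apart from it here. The 5% by chance holds only on average, since the probes of a sample share its deviations.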

How the results depend on the processing

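Uncentered values, the probe with the largest change and linear intensities were added after seeing the data. DAOA passed under every alternative run, at log2 fold changes of 11.27 to 12.25. Of 58 Table 1 genes 54 had the paper's direction, 52 to 55 under the other alternatives that keep each gene's brightest probe, 49 of 53 and 36 of 39 with probes below the 25th percentile or the median of brightness left out, and 58 with the mean or the largest change of a gene's probes. Signal not above background kept 251 probes out of every count below unless 1 array per sample sufficed. The 254 probes at an adjusted p under 0.05 became 2135 with the sample as a random block and 2819 with 8 independent arrays (which understates the error), 88 and 27 with array 1 or array 2 of each sample alone, 508 and 134 with probes below the median brightness left out or dim values raised to a floor, and 862 at an adjusted p under 0.10. Leaving out 1 sample gave 40 to 609: 46 and 40 without the first or second empty vector sample, 609 and 541 without the first or second G72 sample. The share of higher calls was 69.3%, and 29.2% to 85% with 1 sample left out, 34.8% with the random block, 37.9% with 8 independent arrays and 41.3% without probes below the median brightness. Without centering, 16042 probes passed, 99.3% of them higher, since the median of all probes then shifted by 0.48. The 357 probes at the paper's thresholds became 136 and 217 without these probes or with the floor, 336 without the second array of the second G72 sample (also added after seeing the data), 493 to 559 with 1 sample left out, and 1455 without centering (98.4% higher). Of the genes under the naming rule, 50 passed by their brightest probe. This became 91 and 100 with the random block or 8 independent arrays, 31 and 10 with array 1 or array 2 alone, 11 to 55 with 1 sample left out and 108 without centering. The 46 Table 1 genes at the paper's thresholds became 29 without centering. Of the gene lists, 2 passed, 1 with the floor, 1 with fry, 0 with an estimated correlation and 1 to 2 with 1 sample left out. The lowest correlation within a sample was 0.989, and 0.983 without the dimmer probes or on linear intensities. Direction reversed with the largest-change probe for TBC1D8B (2.69), HNRNPCL1 (4.62), PAFAH1B2 (1.32) and OTOG (-1.61), and for OTOG with the mean of its probes (-0.80). With the mean, TBC1D8B (0.57), HNRNPCL1 (0.74) and PAFAH1B2 (0.30) also turned, without passing. Apart from fewer samples, fewer arrays and fewer probes, which follow from how the alternatives are made, the cause was not tested.

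The replicate numbers were also fitted as a replicate block, although nothing shows that they pair the samples: deviations of same-numbered samples correlated at 0.109 over probes, with 2 pairs. The block gave 351 probes at an adjusted p under 0.05 and 365 at the paper's thresholds.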

Differences from the paper's values

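Fold changes were set beside those of Table 1 for 58 genes and DAOA. For 46 genes both values lay within 1.5 times of each other in the same direction, and for 12 they differed. No alternative set before the data were examined closed any of these 12. Some opened a difference among the 46. For example, LINC00028 had a log2 fold change of 0.58 with the floor, against the paper's fold change of 4.7. C5orf60 had 0.67 with the mean of its probes, against the paper's fold change of 2.8. With the gene's probe of largest change, which was chosen after seeing the values, 11 of the 12 came within 1.5 times of the paper's value and 0 of the other 46 genes were dropped. The paper's methods called single spots, and Table 1 names no probe. Its values for these 11 genes can therefore belong to the probe of largest change, and the brightest probe is then another measure.

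DAOA was 3447-fold higher, and the paper's value is 99.9. It differed under all 18 alternatives set before the data were examined. The intensities behind it lie well below the array medians with the empty vector and close to the top of the range with G72, so its size is uncertain. By their brightest probe, which need not be the spot the paper called, 4 genes had the opposite direction. Their fold changes were -1.03 for TBC1D8B against the paper's 6.4, -1.23 for HNRNPCL1 against the paper's 22.2, -1.07 for PAFAH1B2 against the paper's 2.5 and 1.00 for OTOG against the paper's -3.0. In the paper's direction but smaller were PANX2 with 1.35 against the paper's 11.7, MXRA5 with 1.00 against the paper's 3.6, ADAL with 1.14 against the paper's 2.8, NR2C1 with -1.15 against the paper's -2.6, PSMA1 with -1.08 against the paper's -2.6, MAF with -1.05 against the paper's -3.5 and NTRK2 with -1.05 against the paper's -3.0. With the probe of largest change the values were 6.45 for TBC1D8B, 24.6 for HNRNPCL1, 2.51 for PAFAH1B2, -3.05 for OTOG, 11.3 for PANX2, 3.51 for MXRA5, 2.82 for ADAL, -2.82 for NR2C1, -2.62 for PSMA1, -3.28 for MAF and -2.95 for NTRK2. WBP1, which has 1 probe, had -5.73 against the paper's -16.4 and differed under all 18 alternatives set before the data were examined.

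At the paper's thresholds of an unadjusted p under 0.05 and a 2-fold change, 249 named genes other than DAOA passed (145 higher and 104 lower), where the paper gives 65 (27 and 38). The p values here are those of limma and the paper's those of Rosetta Resolver. Among the alternatives set before the data were examined, leaving out the probes below the median brightness brought the total (96) and the number lower (46) within 1.5 times of the paper's, but not the number higher (50). Under the others run, all of these numbers differed by more than 1.5 times. No centering and leaving out 1 array were not run for them.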

Other observations

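The 22 genes of NF-kB and cytokines were higher as a list in the G72 samples with camera at a fixed inter-gene correlation (adjusted p = 0.0173, median log2 fold change 0.20, 16 higher), but did not pass with an estimated correlation (0.969) or with fry (0.623). With the estimated correlation no list passed. At an adjusted p under 0.05 from limma 0 passed, 5 were higher and 1 lower at an unadjusted p under 0.05, and the same 5 and 1 passed when adjusted over the list alone: the cytokine gene LIF (log2 fold change 1.09), IL6 (0.76), IL1B (0.72), IL8 (0.58) and CXCL3 (0.53) were higher and BIRC3, an inhibitor of apoptosis, was lower (-0.57). IL1B and CXCL3 were named after their values were seen. With camera at the fixed correlation the list lost its call without the second empty vector sample (0.283), without the first G72 sample (0.149) and with dim values raised to a floor (0.0542), over a range of 0.000611 to 0.283. The G72 arrays were brighter than the empty vector arrays, as for every list here. Of 33 interferon response genes 0 passed, 8 were higher and 3 lower at an unadjusted p under 0.05, and 4 were higher and 1 lower when adjusted over the list alone, among them IFIT2 (1.06), IFIT3 (0.80), OASL (0.62) and MX1 (-0.82). That list had a median of 0.14 and an adjusted p of 0.468. Of 14 genes of cholesterol synthesis 0 passed, with 3 higher and 1 lower at an unadjusted p under 0.05, and SREBF2 (0.86) and FDPS (0.56, and 0.38 by its other probe) were higher when adjusted over the list alone (list median 0.07, adjusted p = 0.505).

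Other lists held no gene at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 3 genes of 22 in the p53 response were higher and 4 lower, with CDKN1A at 0.68 and BTG2 at -0.32 (list median -0.04, adjusted p = 0.969). In proliferation 3 of 30 were higher and 2 lower, with PLK1 at 0.38 and KIF11 at -0.75 (median -0.03, adjusted p = 0.969), and in the hypoxia response 4 of 17 were higher and 1 lower, with PFKFB4 at 0.47, CA9 at 0.50 and NDRG1 at 0.53, and VEGFA at -0.49 by its brighter and 0.59 by its other probe (median 0.04, adjusted p = 0.505). Among 13 housekeeping genes 0 were higher or lower at an unadjusted p under 0.05 (median 0.15, adjusted p = 0.607). Of the cell type markers, the 13 astrocyte genes had a median of 0.02 where the test pointed down (0 higher and 1 lower at an unadjusted p under 0.05, adjusted p = 0.969), the 13 neuron genes a median of -0.10 (2 higher and 1 lower, adjusted p = 0.969), the 10 oligodendrocyte genes a median of 0.05 and a mean below 0 (1 higher and 0 lower, adjusted p = 0.969), and the 10 endothelial genes a median of 0.14 (0 higher and 0 lower, adjusted p = 0.468). The 11 genes of microglia and leukocytes had a median of -0.12 and an adjusted p of 0.688, with CD68 higher (0.61) and PTPRC lower (-0.49, and -0.15 by its other probe) when adjusted over the list alone.

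Probes with no listed gene symbol changed as well. At an adjusted p under 0.05 from limma they numbered 63, 46 higher and 17 lower, and they held the largest rise after DAOA (log2 fold change 5.86, SE 0.11) and the largest fall on the array (-4.62, SE 0.12).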
